A study of Homo sapiens with 8 samples. Its data were reported in "HOXA13 in etiology and oncogenic potential of Barrett’s esophagus" (2021).

How the data were processed

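Per the methods of the study, EPC2-hTERT cells were transduced with a lentivirus carrying a doxycycline-inducible HOXA13 insert or with the same vector without it. They were sorted for the fluorescent reporter and grown as a pool. A figure legend of the study instead compares the HOXA13 cells with their parental line, so whether the controls carried the vector is not certain. The labels give the cells no treatment, while the methods describe induction with doxycycline. Whether the control cultures also received it is not stated, so differences between the groups may include an effect of the drug. The deposited description of the series speaks of monoclonal lines and of a knock-out, whereas the sample labels and the methods describe added HOXA13. The sample labels were used for grouping: 4 libraries are labelled HOXA13 and 4 control, each numbered 1 to 4. The labels do not say whether the 4 libraries of a group come from separate transductions, so the spread between them may be that between cultures of 1 pool.

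Stranded messenger RNA libraries were sequenced, the reads were aligned by the authors to the human genome build hg19 with TopHat, and reads per gene symbol were counted with HTSeq-count. The deposited values are these raw counts, whole numbers without normalization, with 8 columns of per-sample values. Each column was assigned to a sample through the key at the top of the deposited table. The annotation and the strand setting of the counting were not stated. Reads that map to several places and reads that overlap more than 1 gene were not assigned by the counter, so genes with near-identical copies and overlapping genes are undercounted or uncertain. The table ends with 5 summary lines of the counter, which took 22.3% of all reads and were left out of library sizes and tests. Reads outside annotated features made up between 9.78% and 13.2% of a library, reads with several alignments between 9.88% and 11.2%, and ambiguous reads between 1.12% and 1.25%. The 20 genes with the most counts took between 9.18% and 12.8% of the gene counts of a library.

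Gene counts totalled between 15307322 and 19659064 per library. At that depth a count of 0 allows up to 3 counts, or between 0.156 and 0.191 CPM in the control libraries. A fold change against a group in which each library had at most 3 counts was computed against this floor and is given as a bound. Counts scaled by library size (CPM, from the cpm function of edgeR) were normalized with the trimmed mean of M-values (TMM), whose factors lay between 0.980 and 1.03. Genes were filtered with filterByExpr, which left 12900 genes. HOXA13 and control libraries were compared with the quasi-likelihood F-test of edgeR 4.0.16 (glmQLFit with robust=TRUE and glmQLFTest; R 4.3.3), with no covariate, and p-values were adjusted over all tested genes by the Benjamini-Hochberg method. A gene was called at an adjusted p-value under 0.05. The biological coefficient of variation was 12.7%. Standard errors were derived from the fitted log2 fold change and its F statistic.

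Gene lists were written before the data were examined: the epidermal differentiation complex (63 genes), the genes the study named in both cell models (14 higher and 14 lower), cornified envelope genes with ANXA9, EMP1 and SERPINB13 (6, called cornified envelope genes for short), Notch genes (3), columnar and Barrett's esophagus markers (13, of which MUC3A is not in the table), squamous markers (15), proliferation genes (20) and other HOX genes and transcripts (40). EVPL is in both the cornified and the squamous list; ANXA9, KLK7 and SERPINB13 are also among the genes named as lower in both models, and JAG1 among those named as higher. The complex and the 3 marker lists were tested with camera (limma 3.58.1), two-sided, with the correlation between genes estimated, and adjusted over these 4 lists. A preset correlation of 0.01 and the rotation test fry were alternatives. List scores are means of log2 CPM with a prior count of 2. Besides HOXA13 and list members, the genes named are the 5 with the largest fitted increase and the 5 with the largest decrease among called genes with a mean of at least 1 CPM and no overlap between groups.

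The alternatives set before the data were examined were DESeq2's size factors in edgeR, total counts alone, no filter on low counts, at least 10 counts in every library, the DESeq2 1.42.0 Wald test, limma-voom, robust=FALSE, the replicate number as a block, other members of the complex, and leaving out each library in turn. Offsets for GC content and transcript length (loess with a span of 0.3 on the longest GENCODE transcript of a symbol, available for 90.1% of tested genes) and the proliferation score as a covariate were added after the data were seen. Gene order along chromosomes was taken from the RefSeq gene table of GRCh38.p14, in which 97.5% of the tested genes were found by symbol. That table was used for neighbours and order alone, since the counts were made on hg19, and no coordinates are given.

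The procedures were tested on simulated data. Counts for 12900 genes were drawn from the means, library sizes and dispersions of these libraries, with 200 genes changed by known amounts, and 12790 genes passed the filter. Of the genes changed 4-fold, 98.5% were recovered, of those changed 2-fold 84.6%, and of those changed 1.5-fold 47.0%. Of the calls 6.40% were false, and with no change simulated there was 1 call. The search for runs of neighbouring genes recovered all 40 genes of a planted run among 3800 and found 0 runs without one.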

Results

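Messenger RNA was sequenced from EPC2-hTERT cells, a line of human squamous esophageal cells immortalized with telomerase. Cells that carried a lentiviral HOXA13 construct were compared with control cells, which per the methods of the study carried the empty construct. For each group 4 libraries were deposited. HOXA13 encodes a homeobox transcription factor of the caudal end of the body axis. The question was what its expression does to squamous cells. The 8 libraries held between 15307322 and 19659064 reads counted to genes, and the lowest total was that of control replicate 2. Of 23710 genes in the table, 17893 had at least 1 count and 12900 passed the filter on low counts. The first principal component took up 59.7% of the variance and separated the groups, and the second took up 17.6%. No pair of libraries of a group agreed within sampling noise, with chi-square values per degree of freedom between 5.39 and 36.5, so none was taken for a copy of another library. This does not show that the libraries come from independent cultures. The counts are reads and not tagged molecules, so floors and limits given here cover counting error only.

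The transduced gene was examined first, since it checks the labels. HOXA13 had between 734 and 1056 counts in the HOXA13 libraries, and 0 counts in each of the 4 control libraries. Its mean in HOXA13 cells was 47.5 ± 7.29 CPM (SD, n = 4), the count scaled by library size. A count of 0 allows up to 3 counts, which is between 0.156 and 0.191 CPM in the control libraries. HOXA13 was therefore at least 280-fold higher in HOXA13 cells, or at least 8.13 on the log2 scale (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p-value 1.43e-06). An exact two-sided permutation test of the 8 CPM values gave p = 0.0286, the smallest value that 4 against 4 libraries allow. Among the alternatives the bound moved the most without HOXA13 replicate 3, to 8.02.

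**Figure D1:**
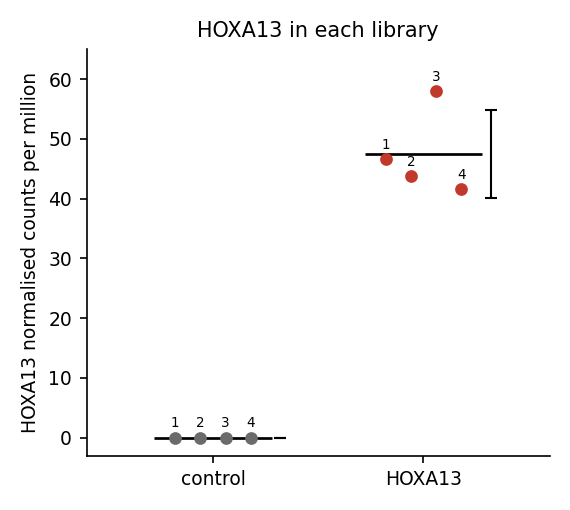
Normalised HOXA13 CPM (vertical axis) in each of the 4 control and 4 HOXA13 libraries; numbers are replicates, horizontal lines are group means and bars are 1 SD. The control libraries have 0 counts and the HOXA13 libraries have a mean of 47.5.

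The 2 groups were then compared over the 12900 tested genes. The edgeR quasi-likelihood test called 934 genes at an adjusted p-value under 0.05, of which 258 were higher and 676 were lower in HOXA13 cells. Higher genes thus made up 27.6% of the calls. Of the called genes, 784 had a fold change of at least 1.3, of which 204 were higher and 580 lower; with the DESeq2 Wald test these numbers were 1096, 313 and 783. A fold change of at least 2 was found for 437 called genes, of which 94 were higher and 343 lower. The CPM ranges of the groups did not overlap for 1896 genes, or 14.7% of those tested, where chance gives 2.86%; 916 of the called genes were among them. Among changes of tool, scaling and filter, the DESeq2 Wald test moved the number of calls the most, to 1450 genes, which included 932 of the 934. Without HOXA13 replicate 4 the number fell to 587 genes, of which 573 were among the 934.

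The 5 called genes with the largest fitted decrease and the 5 with the largest increase were chosen by a rule fixed before the data were examined. The genes with the largest decrease were HS6ST2, SLC43A3, CSMD1, NAP1L5 and IL23R. None of them exceeded 1 count in any HOXA13 library, so their decreases are bounds. HS6ST2 had 19.9 ± 1.36 CPM (SD, n = 4) in control cells and was at least 117-fold lower (edgeR adjusted p-value 4.49e-08). SLC43A3 was at least 80.5-fold lower from 13.7 ± 6.04 CPM, and IL23R was at least 52.3-fold lower from 8.90 ± 2.89 CPM. CSMD1 was at least 20.1-fold lower and NAP1L5 was at least 18.4-fold lower. The genes with the largest increase were ANPEP, GPC4, MAGEA1, MAGEA11 and CSAG1. ANPEP rose from 0.754 ± 0.405 to 53.5 ± 3.04 CPM (SD, n = 4 each), a log2 fold change of 6.13 (SE 0.21; edgeR adjusted p-value 1.19e-07). GPC4 was at least 17.0-fold higher and MAGEA1 at least 13.1-fold higher, both against controls at or under the floor of 3 counts. MAGEA11 had a log2 fold change of 4.43 (SE 0.34) and CSAG1 one of 4.10 (SE 0.38). MAGEA1, MAGEA11 and CSAG1 belong to families of similar genes, and their counts are uncertain because reads that map to several places were not counted. The edgeR adjusted p-values of the genes not given above lay between 8.02e-06 (IL23R) and 0.000399 (MAGEA1), and these 10 genes kept their call in each of the 8 fits that left out 1 library.

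**Figure D2:**
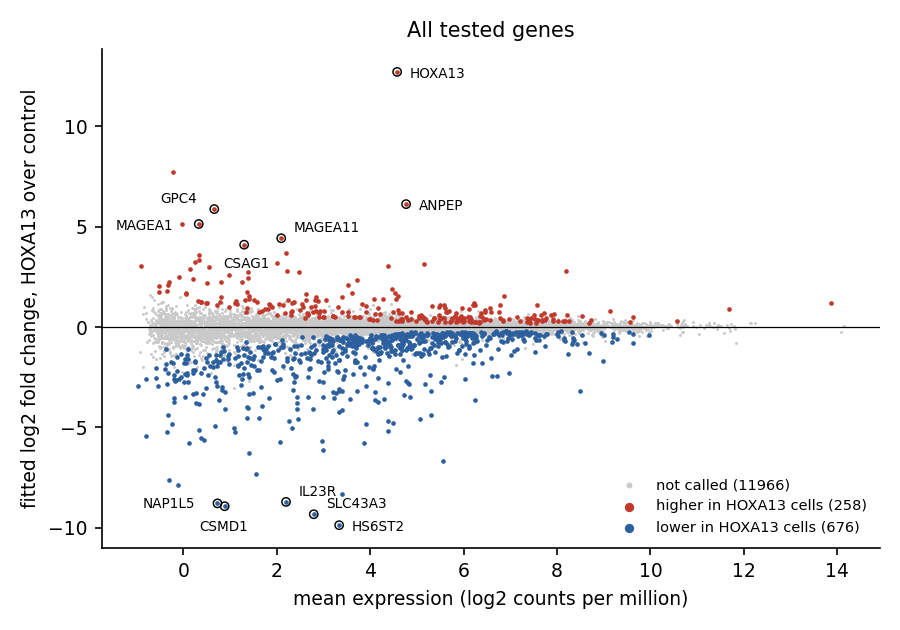
Fitted log2 fold change of HOXA13 over control cells (vertical axis) against mean expression in log2 CPM (horizontal axis) for the 12900 tested genes; blue and red points are the 676 lower and 258 higher genes with an adjusted p-value under 0.05, and circles mark HOXA13 and the 10 genes chosen by rule. The fitted values of genes at or under 3 counts throughout 1 group depend on the prior count and are not measured folds.

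The epidermal differentiation complex is a cluster of genes on chromosome 1 that serve the cornified layer of squamous epithelia, and whether HOXA13 lowers it was a question of the study. The table held 63 of its genes. Only 14 were expressed highly enough to be tested: 11 S100 genes, SPRR1A, SPRR1B and IVL. The other 49 had at most 28 reads over the 8 libraries together, and 22 of them had none. None of the 18 late cornified envelope (LCE) genes could be tested, so a change in them was not detectable at this depth. The median log2 fold change of the 14 tested genes was -0.22, with 12 below 0 and 2 (S100A2 and S100A11) above 0. The median lay below 0 under each of 3 scalings (TMM, DESeq2's size factors and total counts alone). The gene set test with an estimated correlation between genes (camera) gave an adjusted p-value of 0.467, so the set as a whole was not distinguished from the other genes. With a preset correlation of 0.01 the adjusted p-value was 0.0127, a call that did not hold under fry (0.0806) or the estimated correlation. The alternative that moved the median the most was no filter on low counts, which gave -0.72 with an adjusted p-value of 0.384; the adjusted p-values of the alternatives ranged from 0.0127 to 0.900.

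Of the tested genes of the complex, 3 were called lower in HOXA13 cells and 0 were called higher, and 0 were higher at an unadjusted p-value under 0.05. S100A8 fell by 2.42 on the log2 scale (SE 0.48; edgeR adjusted p-value 0.0130), from 8.71 ± 4.79 to 1.62 ± 0.724 CPM (SD, n = 4 each). S100A9 fell by 1.72 (SE 0.26; edgeR adjusted p-value 0.00279), from 11.6 ± 4.08 to 3.51 ± 0.839 CPM. SPRR1B fell by 1.59 (SE 0.41; edgeR adjusted p-value 0.0444), and it lost its call in 7 of the 8 fits that left out 1 library, so S100A8 and S100A9 were the 2 genes of the complex called in those 7 fits. SPRR1A and SPRR1B are similar in sequence, and their counts are uncertain for that reason. Adjusted over the list alone, 4 genes were lower, among them IVL, which encodes involucrin (1.17 ± 0.168 CPM in control and 0.577 ± 0.173 CPM in HOXA13 cells, SD, n = 4 each; edgeR adjusted p-value over all genes 0.0653). The abundant S100 genes moved little: S100A2 had 2695 ± 282 CPM in control and 2868 ± 311 CPM in HOXA13 cells (SD, n = 4 each). S100A11 had a log2 fold change of 0.16 (SE 0.07; edgeR adjusted p-value 0.252).

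**Figure D3:**
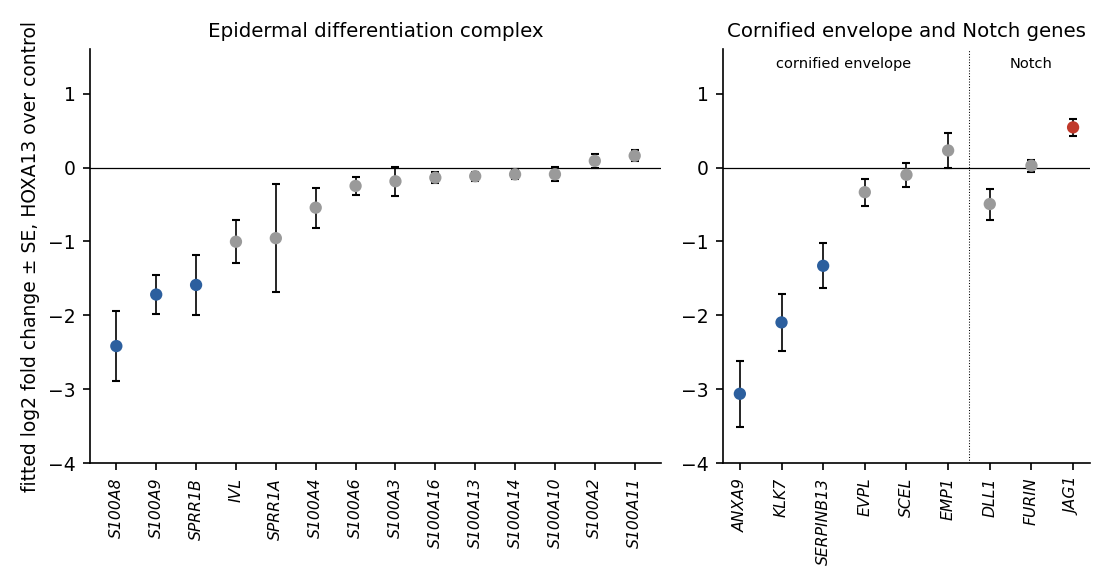
Fitted log2 fold change with its standard error (vertical axis) of each of the 14 tested genes of the epidermal differentiation complex and of the 9 cornified envelope and Notch genes; blue and red points have an adjusted p-value under 0.05 and grey points do not. S100A8 at -2.42 is the lowest gene of the complex and S100A11 at 0.16 is the highest.

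The study also named as lower 3 cornified envelope genes (EVPL, SCEL and KLK7), ANXA9 of differentiating keratinocytes, and EMP1 and SERPINB13, which it tied to cancer, and as higher 3 genes of Notch signalling. Of these 9 genes, called the cornified envelope and Notch genes for short, 4 were called in the stated direction, and the number adjusted over the list alone was also 4. The study chose the list partly on these samples, so neither count is independent evidence. ANXA9, KLK7, SERPINB13 and JAG1 are the genes of this list that the study also named in both cell models. For the others it does not state which cell model its values come from. A missing call for them may therefore not bear on those values. ANXA9 fell by 3.06 on the log2 scale (SE 0.44; edgeR adjusted p-value 0.00180), KLK7 fell by 2.10 (SE 0.38) and SERPINB13 fell by 1.33 (SE 0.30). SERPINB13 lost its call in 4 of the 8 fits that left out 1 library, namely HOXA13 replicates 1 and 4 and control replicates 1 and 4. JAG1 rose by 0.54 on the log2 scale (SE 0.11; edgeR adjusted p-value 0.0156), from 301 ± 34.1 to 439 ± 62.9 CPM (SD, n = 4 each). EVPL (log2 fold change -0.33), SCEL (-0.10), EMP1 (0.23), FURIN (0.03) and DLL1 (-0.49) were not called, with edgeR adjusted p-values between 0.213 and 0.890. SCEL changed direction without HOXA13 replicate 1 (0.03), EMP1 without HOXA13 replicate 2 (-0.0072), and FURIN in 3 such fits, so no direction can be given for these 3 genes. With the mean proliferation score of each library as a covariate, an alternative chosen after the data were seen, EVPL changed direction (0.06), KLK7 and SERPINB13 were no longer called, and the number of the 9 genes called in the stated direction was 2.

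A further list joined genes from a comparison across cell models. The study had named them as changing in the same direction with HOXA13 here and in a Barrett's esophagus cell line compared with and without its HOXA13 gene. All 28 genes of the list had the stated direction, and 17 were called over all genes tested, 6 of them higher and 11 lower. These 17 include ANXA9, KLK7, SERPINB13 and JAG1, the 4 genes called in the previous list. Adjusted over the list alone 28 were called. None of these counts is independent evidence, because the study picked the list partly from these libraries, by significance and by direction. The median log2 fold change was 0.41 for the 14 higher genes and -1.27 for the 14 lower genes. The number of calls was 28 with DESeq2, the tool of the study, and 10 without HOXA13 replicate 4.

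Markers of 3 cell states were compared to ask whether HOXA13 cells resembled columnar epithelium or grew faster. Of 12 columnar and Barrett's esophagus markers in the table only SOX9, KRT7 and MUC1 could be tested. Their median log2 fold change was 0.82. None was called; at an unadjusted p-value under 0.05 there were 1 higher (SOX9, 0.82, SE 0.36) and 1 lower (MUC1, -1.03, SE 0.43). The other 9 had too few reads to test: 6 had 0 in each library, and the highest total over the 8 libraries was 38 (LYZ, 25 in control and 13 in HOXA13 cells). The 13 tested squamous markers were below 0 in each case, with a median of -0.39. Of these KRT13 (log2 fold change -1.79, SE 0.42) and PPL (-1.10, SE 0.27) were called. KRT13 lost its call in 6 and PPL in 5 of the 8 fits that left out 1 library. Adjusted over the list alone 7 were lower. The squamous markers with too few reads to test were KRT4 and TGM3. KRT4 had 75 reads in control cells, 50 of them in 1 library, and 4 in HOXA13 cells. TGM3 had 7 in control and 9 in HOXA13 cells. TP63, which encodes a transcription factor of basal squamous cells, fell by 0.39 (SE 0.11; edgeR adjusted p-value 0.0620), from 556 ± 56.2 to 423 ± 59.1 CPM (SD, n = 4 each), and passed the threshold under DESeq2 (0.0207), with total counts alone (0.0332) and without control replicate 2 (0.0437). The 20 proliferation genes were all above 0, with a median of 0.31. None was called over all genes or adjusted over the list alone, and 5 had an unadjusted p-value under 0.05. Camera with an estimated correlation gave adjusted p-values of 0.527 for the columnar list and 0.467 for the squamous and proliferation lists. The preset correlation gave 0.507 for the columnar, 0.000763 for the squamous and 0.000284 for the proliferation list. Neither the squamous nor the proliferation call held under fry (0.0806 and 0.151), and the columnar list was not called there either (0.352). The proliferation genes had a correlation of 0.914 with each other, so the 20 genes count for few independent ones.

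**Figure D4:**
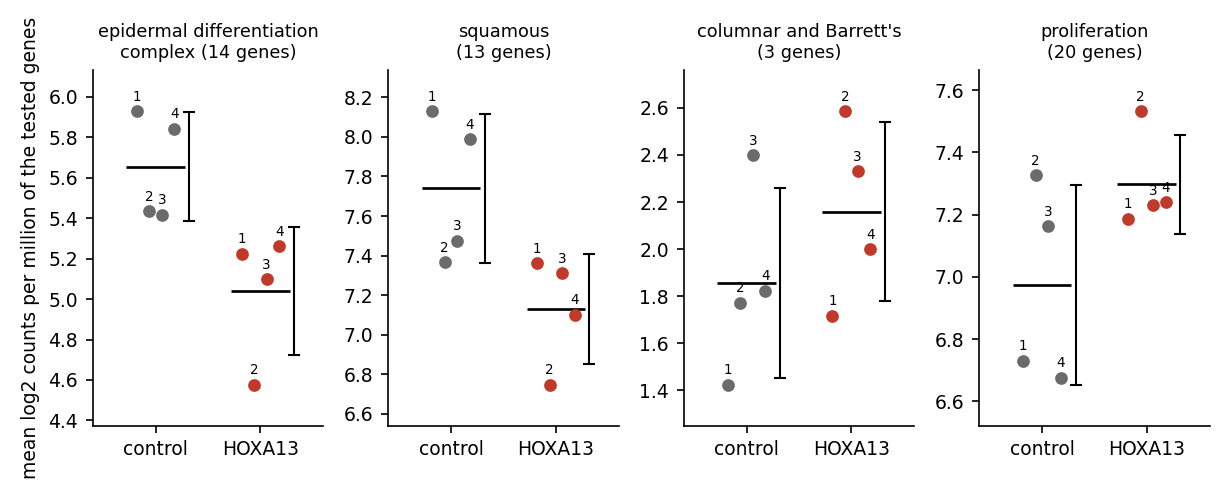
Mean log2 CPM (vertical axis, a separate range in each panel that does not start at 0) of the tested genes of 4 lists in each library; numbers are replicates, horizontal lines are group means and bars are 1 SD. HOXA13 replicate 2 has the highest proliferation score (7.53) and the lowest score of the complex (4.58).

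The remaining HOX genes were examined to see whether they moved with the transduced gene. Of 40 other HOX genes and HOX transcripts 21 were tested, with a median log2 fold change of -0.19. Called lower were 3 of them, and 0 were called higher or had an unadjusted p-value under 0.05 in that direction. HOTAIR fell by 2.28 on the log2 scale (SE 0.38; edgeR adjusted p-value 0.00455), and HOXC11 and HOXC13 had log2 fold changes of -1.65 (SE 0.30; 0.00739) and -0.62 (SE 0.13; 0.0144). Adjusted over the list alone the number was 3 as well. HOTAIR and HOXC11 lie on opposite strands of neighbouring and partly overlapping sequence, and the strand setting of the counting was not stated, so their counts are uncertain. HOXC13 lost its call without HOXA13 replicate 3 and without control replicate 4, which left 2 calls, and with a minimum of 10 counts in every library 1 gene was called.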

Values the study reported

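The study used 8 EPC2-hTERT samples. For these cells it applied a q value cut-off of 0.05 and a fold change cut-off of 1.3, which gave 990 genes.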

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

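The weighing below rests in part on tests chosen only after the results were seen, namely those on the proliferation score and on the order of genes. In each group of 4 libraries, a library was looked at again where it lay far outside the range of the other 3. This was asked of 106 groups of values, and 8 stood apart, where chance gives about 5.3. No biological explanation was tested for a library that stands apart from others of its own group. Within a group the labels differ in the replicate number alone, and what that number marks is not stated.

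Control replicate 2 had 13.2% of its reads outside annotated features, against 10.4% to 10.7% in the other 3 controls, and it was also the smallest library. Without it 930 genes were called against 934 with it, and 767 genes were called in both. The other fits that left out 1 library shared between 573 and 763 calls with the main comparison. The calls thus depend in part on each library, and not on control replicate 2 in particular. What raised the share in control replicate 2 was not tested. HOXA13 replicate 2, which has the same number, had the highest share of its group (10.7%).

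HOXA13 replicate 2 had a proliferation score of 7.53, against 7.19 to 7.24 in the other HOXA13 libraries. Control replicate 2, which has the same number, likewise had the highest score of the controls (7.33). Control replicate 1 had a score of 3.57 for the genes the study named as lower in both cell models, against 3.18 to 3.22 in the other controls. A difference in the growth state of cultures may enter list scores like these. For the genes named as lower, the group difference was -1.15 (SE 0.16) once the proliferation score was a covariate, against -1.301 (SE 0.14) without it, which argues against growth state as the whole of that group difference. For a library within its group the question stays open.

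The genes of a run on chromosome 4, described under the other observations, had a median log2 ratio to the control mean of -1.11 in HOXA13 replicate 3, against -0.998 to -0.985 in the other HOXA13 libraries. This distance is small beside the difference between groups.

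Single genes stood apart in 4 cases. HS6ST2 had 21.9 CPM in control replicate 1, against 19.05 to 19.4 in the other controls. S100A11 had 1129 CPM in HOXA13 replicate 4, against 970 to 976 in the other HOXA13 libraries. CARD16 had 2.74 CPM in control replicate 3, against 2.13 to 2.23, and TRIM55 had 4.52 CPM in control replicate 4, against 1.61 to 1.85 in the other controls. These 4 genes fall in 4 different libraries and do not mark any library as a whole. Library size does not account for them because CPM are scaled by it, and no other explanation was tested for a gene in 1 library.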

How the results depend on the processing

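Of the 11 results that answer a comparison, 3 kept their direction and their side of the threshold, or a count within 1.5 times, under each alternative that gave a value: HOXA13 itself, the number of genes of the epidermal differentiation complex called lower (2 or 3 throughout), and the columnar marker median. The bound on HOXA13 ranged from 8.02 to 8.197 on the log2 scale. With a minimum of 10 counts in every library HOXA13 gives no value, because the control libraries have none. The columnar median kept its direction but not its size. It ranged from 0.137 with the proliferation score as a covariate to 1.05 without HOXA13 replicate 1.

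The number of called genes was 934, and 1450 with DESeq2. It ranged from 587 to 930 genes across the 8 fits that each left out 1 library, the lowest without HOXA13 replicate 4. The number with a fold change of at least 1.3 ranged from 553 to 842 across these fits. Each such fit has 1 library less than the full comparison; what makes the count depend on the library left out was not tested. Between 22.4% and 30.5% of the calls were higher in HOXA13 cells under the other scalings and without the filter, against 27.6% in the main comparison. The share was 33.4% with DESeq2 and 40.2% with the proliferation score as a covariate, a fit chosen after seeing the data that called 1018 genes, of which 661 were among the 934.

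The replicate number as a block gave 2272 called genes (38.6% higher), 1287 of them with a fold change of at least 1.3, and 28 of the 28 genes named in both cell models. The names of the deposited columns end in the same digits for each same-numbered HOXA13 and control library, and whether these mark a shared day or passage is not stated. The numbers do not pair the libraries throughout: the correlation between the deviations of same-numbered libraries from their group means was 0.578 for number 1 and 0.607 for number 2, but -0.159 for number 3 and 0.0346 for number 4. The scores of the complex and of the squamous markers were lower, and that of the proliferation genes higher, in the HOXA13 library of each of the 4 numbers. Under the block TP63 (adjusted p-value 0.00125) was called lower and S100A11 (0.0246) higher, both not called in the main comparison; the calls of the other 28 of 30 genes followed across the alternatives, and of the gene set tests, were the same. The number of genes named in both models that were called was also 28 with DESeq2. That number is no surprise, since the study chose these genes with DESeq2 partly on these libraries. It ranged from 10 to 17 across the fits that left out 1 library, the lowest again without HOXA13 replicate 4. The causes of the other differences were not tested.

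Camera with the preset correlation brought 3 lists past the threshold at unchanged medians: the complex at -0.22 (adjusted p-value 0.0127), the squamous markers at -0.39 (0.000763) and the proliferation genes at 0.31 (0.000284). The cause is the preset correlation of 0.01, since the estimated correlations were 0.418, 0.675 and 0.914. The medians themselves ranged from -0.31 to -0.15 for the complex, from -0.49 to -0.29 for the squamous markers and from 0.22 to 0.45 for the proliferation genes across the fits that left out 1 library. Without the filter the median of the complex was -0.72, which adds genes near the floor. Of the alternative memberships of the complex, both held the same 14 genes that were tested, so they say nothing about stability. With at least 10 counts in every library 1 other HOX gene was called, against 3, because the filter removes HOTAIR and HOXC11.

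With the proliferation score as a covariate, an alternative chosen after seeing the data, 2 of the 9 cornified envelope and Notch genes were called in the stated direction, against 4. Under it EVPL (0.063), SCEL (0.0060), EMP1 (-0.21) and FURIN (-0.039) reversed. FURIN also reversed with offsets for GC content and length (-0.022), likewise chosen after seeing the data. Across the fits that left out 1 library SCEL ranged from -0.23 to 0.030, EMP1 from -0.0072 to 0.41 and FURIN from -0.0043 to 0.10. The causes were not tested. Over the 30 genes followed across the alternatives, 24 other results became weaker and 1 stronger in the fits that left out 1 library, 6 weaker and 2 stronger under the other alternatives set beforehand (block aside), and 6 weaker under the 2 that were added. The genes chosen by rule kept their calls under each alternative that gave a value for them. The 49 genes of the complex and the 9 columnar markers that could not be tested had at most 28 and 38 reads in total, so the depth of these libraries leaves changes in them undecided.

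Other splits of the 8 libraries into 4 and 4 served as a check on the grouping; there are 35, a split and its mirror being 1. The real split alone (1 of 35) gave as many called genes, with or without the fold change cutoff, and as many calls in the complex and among the other HOX genes. It was also the 1 split with as many calls among the genes named in both models and among the cornified envelope and Notch genes, but this decides nothing, since the study picked these lists partly from the same libraries in their real groups. The other 34 splits gave 0 calls. The medians of the lists stood out less. As large a median was found in 5 of the 35 splits for the complex, in 3 for the columnar markers, in 8 for the squamous markers and in 7 for the proliferation genes, so these 4 medians are within what other groupings of the libraries give.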

Other observations

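The patterns below were noticed in the data and then tested on the same data, so each explanation is a hypothesis. Tests chosen only after the result was seen were those on the order of genes, on the proliferation score and on library size. So were those with offsets on GC content and length, on neighbours of UBR1 and on interferon-response genes outside the chromosome 4 run. The genes themselves were also chosen after their values were seen.

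A run of neighbouring genes towards the end of the long arm of chromosome 4 was lower in HOXA13 cells. The run spans 56 genes in order from CTSO to TRIML2 among 11363 placed genes, with a median log2 fold change of -1.01 (quartiles -1.18 and -0.83). Of the 56 genes, 49 were called lower and 0 higher; they make up 7.25% of the 676 lower calls and include IRF2 (-1.01) and FAT1 (-0.75). Chance order of genes is argued against by a permutation test of gene order with 1000 shuffles, in which no run scored as high (p = 0.001, the smallest they can give). So is a scaling of the libraries, since the other 351 genes of the chromosome had a median of -0.017, and so are low counts, since the run genes above the median expression of the run had a median of -1.03. With offsets on GC content and length the median was -0.99 (91.1% of the run genes have a GC content). That 1 of the 35 splits of the libraries, the real one, gave as large a median decides nothing, since the genes of the run were found in that split. A candidate explanation is the loss of 1 of 2 copies in the HOXA13 cells, for which each HOXA13 library should lie near -1. The library farthest from it had a median of -1.11 and the nearest to 0 one of -0.98. The controls lay between -0.03 and 0.04, near 0 by construction, since the ratio is to their own mean. Some genes of the run lay far from -1, which loss of 1 copy alone does not give. Among them were TLR3 (-6.14), SORBS2 (-5.74), DDX60L (-2.79), DDX60 (-2.70) and ACSL1 (-2.22). In the other direction were PDGFC (0.22), MLF1IP (-0.12) and VEGFC (-0.23). The ratio does not say which group changed, so a gain in the control cells stays open, as does a shared regulation of the region by HOXA13. A gain of only 1 copy on top of 2 would lie nearer to 0 than -1. The library medians and the quartiles of the run argue against a gain of that size, but not against a larger one. DNA copy number was not analysed here. If the explanation holds, these calls may separate the cell populations rather than show the effect of HOXA13.

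Interferon-response genes were lower in HOXA13 cells. Of 46 genes in a list drawn up once some of them had been noticed to be lower, 43 were tested, all 43 were below 0 and 30 were called lower (median log2 fold change -2.28), for example SAMD9L (-4.69), IFI27 (-4.36) and MX1 (-3.63). That 1 of the 35 splits, the real one, gave as large a median decides nothing, since the list was drawn up from that split. Camera with an estimated correlation of 0.675 gave an unadjusted p-value of 0.00972 and fry 0.000320, both after choosing the list from these data. A direct effect of gene dosage in the chromosome 4 run is argued against for the genes of the list, since none of them lies in the run. Of the tested genes of the list 69.8% were called lower, against 4.66% of the other genes. That contrast decides nothing, since the list was drawn up after some of its genes were seen to be lower. The median was -2.29 with offsets on GC content and length and at most -1.77 in the 8 fits that each left out 1 library, which argues against those trends or 1 library as the whole cause. Growth state as the whole cause is argued against by a score difference of -1.59 (SE 0.19) with the proliferation score as a covariate, against -2.06 (SE 0.29) without. What stays open is an effect of HOXA13, an indirect effect of the run, which holds the interferon regulator IRF2 and the sensor TLR3 (-6.14), a difference between the populations in their response to the vector or the culture, and an effect of doxycycline if only the HOXA13 cultures received it.

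Some genes were counted in each library of a group and nearly absent from the other. Besides HOXA13, 15 genes had at least 20 counts in each control and at most 3 in each HOXA13 library, and 2 (GPC4 and MAGEA1) the reverse. Of these, HS6ST2 had the highest bound, at least 117-fold. In the 35 splits only the real split (1) gave as many, and the others gave 0. Library size is argued against by a ratio of mean gene counts of 1.00 between the groups. Loss of the whole region in the group without counts is argued against as the general cause by the neighbours: over the 32 neighbour values of 16 such genes the median was -0.065, and 3 of the 32 were at or under -1. These are 30 distinct genes, because 2 lie nearest to both HS6ST2 and GPC4 and enter with both signs; without them 28 values remain, with the same median and 3 at or under -1. A smaller deletion, silencing, or a difference in clonal make-up between the populations may each leave such a pattern, and these were not tested. The 3 neighbours at or under -1 were CASP1 (-2.92), beside CARD16, and GBP1 (-5.78) and GBP6 (-1.98), beside GBP2. Nor was it tested whether part of this pattern belongs to the drop in interferon-response genes described above.

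UBR1, which encodes a ubiquitin ligase, had the lowest p-value of all 12900 genes. It had 649 ± 42.3 CPM in control and 70.2 ± 6.504 CPM in HOXA13 cells (SD, n = 4 each), a log2 fold change of -3.21 (SE 0.09; edgeR adjusted p-value 3.71e-08). The 10 nearest tested genes on each side had a median of -0.088, between -0.43 and 0.19, which argues against a copy number change of the region. With offsets on GC content and length its adjusted p-value was 1.36e-08. A candidate explanation that stays open is activation of this gene alone in the control cells. If the controls carried the vector, an insertion present in most cells of the population is an example, which counts per gene cannot show.

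The growth state of the cultures ran in parallel with squamous genes. Deviations of the 8 libraries from their group means in the proliferation score were correlated with those of 5 other scores, with exact permutation tests within groups (576 permutations, two-sided). For the squamous markers r was -0.949 (p = 0.00868, adjusted over the 5 relations 0.0434) and rho -0.952 (p = 0.00694, adjusted 0.0347); for the complex r was -0.879 (p = 0.0312, adjusted 0.0499) and rho -0.738 (p = 0.0938, adjusted 0.0938). For the interferon list r was -0.877 (p = 0.0278, adjusted 0.0499) and rho -0.881 (p = 0.0312, adjusted 0.0521). For the genes named as lower r was -0.575 (p = 0.146, adjusted 0.146) and rho -0.667 (p = 0.0903, adjusted 0.0938), and for those named as higher r was 0.768 (p = 0.0399, adjusted 0.0499) and rho 0.810 (p = 0.0295, adjusted 0.0521). Without control replicate 2 and HOXA13 replicate 2, which lie farthest from the median, r was -0.900 for the squamous markers, -0.858 for the complex and -0.854 for the interferon list, but -0.261 and 0.509 for the genes named as lower and as higher, which rest more on those libraries.

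With the proliferation score as a covariate the group difference in the score of the complex was -0.29 (SE 0.13), against -0.62 (SE 0.21) without, and that of the squamous markers was -0.21 (SE 0.10), against -0.61 (SE 0.23). With 8 libraries and a proliferation score that itself was higher by 0.32 (SE 0.18) in HOXA13 cells, an effect of HOXA13 on these 2 lists and a difference in growth state or density of the cultures cannot be told apart. An effect of doxycycline on growth, if only the HOXA13 cultures received it, stays open as well. Growth state as the whole cause is argued against for S100A8 and S100A9, whose larger adjusted p-value with the covariate was 0.00708, for the genes named as lower (-1.15, SE 0.16) and for the genes named as higher (0.58, SE 0.06). With the covariate the log2 fold change of S100A8 was -1.33, against -2.42 without, and that of S100A9 was -1.36, against -1.72. SPRR1B was no longer called (-0.75, edgeR adjusted p-value 0.0825), so the argument does not cover it. A copy number change of the region of the complex is argued against by its 20 nearest tested genes on each side, with a median of 0.0052.

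Of 3 runs found by the search over chromosomes, the other 2 were shorter. The run from KLK5 to ETFB on chromosome 19 held 10 genes (median log2 fold change -1.52, 6 called lower), most of them in the kallikrein cluster, which includes KLK7. The run from LINC00857 to SLC16A12 on chromosome 10 held 29 genes (median -0.25, 9 called lower and 1 higher). Neither was tested further.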
